# Mutation of a nicotinic acetylcholine receptor β subunit is associated with resistance to neonicotinoid insecticides in the aphid *Myzus persicae*

**DOI:** 10.1186/1471-2202-12-51

**Published:** 2011-05-31

**Authors:** Chris Bass, Alin M Puinean, Melanie Andrews, Penny Cutler, Miriam Daniels, Jan Elias, Verity Laura Paul, Andrew J Crossthwaite, Ian Denholm, Linda M Field, Stephen P Foster, Rob Lind, Martin S Williamson, Russell Slater

## Abstract

**Background:**

*Myzus persicae *is a globally important aphid pest with a history of developing resistance to insecticides. Unusually, neonicotinoids have remained highly effective as control agents despite nearly two decades of steadily increasing use. In this study, a clone of *M. persicae *collected from southern France was found, for the first time, to exhibit sufficiently strong resistance to result in loss of the field effectiveness of neonicotinoids.

**Results:**

Bioassays, metabolism and gene expression studies implied the presence of two resistance mechanisms in the resistant clone, one based on enhanced detoxification by cytochrome P450 monooxygenases, and another unaffected by a synergist that inhibits detoxifying enzymes. Binding of radiolabeled imidacloprid (a neonicotinoid) to whole body membrane preparations showed that the high affinity [3H]-imidacloprid binding site present in susceptible *M. persicae *is lost in the resistant clone and the remaining lower affinity site is altered compared to susceptible clones. This confers a significant overall reduction in binding affinity to the neonicotinoid target: the nicotinic acetylcholine receptor (nAChR). Comparison of the nucleotide sequence of six nAChR subunit (Mpα1-5 and Mpβ1) genes from resistant and susceptible aphid clones revealed a single point mutation in the loop D region of the nAChR β1 subunit of the resistant clone, causing an arginine to threonine substitution (R81T).

**Conclusion:**

Previous studies have shown that the amino acid at this position within loop D is a key determinant of neonicotinoid binding to nAChRs and this amino acid change confers a vertebrate-like character to the insect nAChR receptor and results in reduced sensitivity to neonicotinoids. The discovery of the mutation at this position and its association with the reduced affinity of the nAChR for imidacloprid is the first example of field-evolved target-site resistance to neonicotinoid insecticides and also provides further validation of exisiting models of neonicotinoid binding and selectivity for insect nAChRs.

## Background

The peach-potato aphid, *Myzus persicae *is a globally important pest of a broad range of arable and horticultural crops principally due to its ability to transmit more than 100 plant viruses [1]. Its control relies almost exclusively on the application of insecticides and, as a result, this species has developed multiple resistance to many chemical classes including organophosphates, carbamates and pyrethroids [2]. The molecular mechanisms of resistance to insecticides in *M. persicae *include overproduction of detoxifying carboxylesterases (E4 or FE4) which confers resistance primarily to organophosphates, and two forms of target-site resistance involving mutation of the acetylcholinesterase protein, (modified acetylcholinesterase, MACE) giving insensitivity to dimethyl carbamates, and of the voltage-gated sodium channel (knockdown resistance, kdr) giving resistance to pyrethroids [2]. Neonicotinoids such as imidacloprid, thiamethoxam, clothianidin and acetamiprid are unaffected by these mechanisms and are currently the main means of control. Despite two decades of steadily increasing use neonicotinoids have proved remarkably resilient to the development of resistance and have remained highly effective against *M. persicae*. Samples of *M. persicae *with reduced susceptibility to neonicotinoid compounds (10-40 fold resistance) have been found in Europe, the USA and Japan [3-5]. However, at present the levels of resistance described have limited practical significance as they are insufficient to impair the field effectiveness of these insecticides [3,5].

Recently, biochemical and genomic approaches were used to investigate neonicotinoid resistance in a *M. persicae *clone from Greece showing ~40 fold resistance to neonicotinoids [6,7]. Resistance was associated with multiple duplications of a single P450 gene (*CYP6CY3*), with resistant aphids carrying ~18 copies of the gene compared to the two copies found in susceptible aphids. However, ligand-binding and sequencing studies provided no evidence that structural modification of the nicotinic acetylcholine receptor (nAChR; the neonicotinoid target site) contributed to resistance in this clone. Although aphids have continued to be effectively controlled by neonicotinoids, resistance is a significant problem in other insect species including the Colorado potato beetle (*Leptinotarsa decemlineata*), the brown planthopper (*Nilaparvata lugens*) and the tobacco whitefly (*Bemisia tabaci*) [5]. As found for *M. persicae*, overexpression of one or more P450s appears to be the primary mechanism of neonicotinoid resistance in insect pests [5,8]. The only alternative mechanism described to date was modification of the target-site in a laboratory-selected strain of *N. lugens*, when resistance was associated with a point mutation in two nAChR alpha subunits (Nlα1 and Nlα3) [9]. However, resistance in field populations of *N. lugens *appears to occur exclusively via P450-mediated detoxification [10,11] and, to date, no case of target-site insensitivity to neonicotinoids has been described in individuals of any insect pest collected directly from the field.

The selectivity of neonicotinoids for insects is thought to be due, at least in part, to their high affinity for insect nAChRs [12]. Nicotinic receptors are ligand-gated ion channels made up of five subunits arranged in combinations from a family of different subunit subtypes [13]. Insect genomes sequenced to date have contained around ten genes encoding alternative nAChR subunit subtypes and six genes have been characterised in *M. persicae *[14].

We report here, for the first time, a clone of *M. persicae *with extremely potent resistance to neonicotinoids that compromises the field effectiveness of members of this insecticide class. We provide evidence that both P450-mediated detoxification of neonicotinoids and target-site insensitivity confer the resistance phenotype. This is the first example of field-evolved target-site resistance to neonicotinoid insecticides.

## Results

### Topical bioassays

A clone of *M. persicae *(FRC) originating from peach orchards in Southern France exhibited potent resistance to imidacloprid and thiamethoxam when compared to a susceptible clone (4106A) in insecticide bioassays using two different methods of topical application (Table 1). Indeed, using a micro-application method (applying insecticide directly to the dorsal surface of individual aphids), resistance was immeasurable due to insufficient mortality at the highest concentration that could be applied. A comparison of the resistance profile of FRC with 5191A (previously the most neonicotinoid-resistant *M. persicae *clone described) using the same bioassay method (Table 1) highlights the significantly enhanced level of resistance exhibited by FRC. Spray application bioassays, which combine direct contact with insecticide and subsequent exposure to residues on leaves, gave measurable resistance factors of 1679- and 225-fold to imidacloprid and thiamethoxam respectively. In the micro-application assays there was evidence that pre-treatment with the metabolic enzyme inhibitor piperonyl butoxide (PBO) synergised the effect of thiamethoxam (Table 1) although high levels of resistance remained (RF of 800). The effect of pre-treatment with PBO was more evident in spray application bioassays, with resistance factors reduced to 234-fold for imidacloprid and 26-fold for thiamethoxam (Table 1).

**Table 1:** Response of *Myzus persicae *clones 4106A (susceptible), 5191A (moderately resistant) and FRC (highly resistant) to imidacloprid and thiamethoxam using two bioassay methods, with and without pretreatment with piperonyl butoxide (PBO)

		Micro-application			Spray application		
**Treatment**	**Clone**	**LC_50 _^1^(mg l^-1^)**	**95%CL**	**RF^2^**	**LC_50 _(mg l^-1^)**	**95% CL**	**RF^2^**

Imidacloprid	4106A	0.99	0.9-1.4		0.14	0.11-0.17	-
	5191A	31.1	7-69.7	31.4	-	-	-
	FRC	28% at 1000 mg l^-1^	n/c	n/c	235.02	142.33-476.29	1679
Imidacloprid+PBO	4106A	0.1	0.07-0.15		0.03	0.01-0.10	-
	5191A	1.55	0.56-2.55	14.9	-	-	-
	FRC	30% at 1000 mg l^-1^	n/c	n/c	7.03	1.77-37.91	234
Thiamethoxam	4106A	0.64	0.54-0.79		0.48	0.42-0.55	-
	5191A	19.7	14.87-25.74	30.8	-	-	-
	FRC	10% at 1000 mg l^-1^	n/c	n/c	107.84	69.52-185.36	225
Thiamethoxam+PBO	4106A	0.27	0.18-0.32		0.19	0.09-0.41	-
	5191A	1.06	0.77-1.45	3.93	-	-	-
	FRC	216	110.25-483.48	800	4.86	2.03-14.91	26

5191A was only tested by micro-application of insecticide.

^1^Calculated concentration to kill 50% of individuals. If unobtainable, % mortality at the highest concentration applied

^2 ^Resistance factor (LC_50 _resistant/LC_50 _susceptible). n/c = not calculable

### Imidacloprid metabolism

The metabolism of imidacloprid (1-(6-chloro-3-pyridylmethyl)-N-nitroimidazolidin-2-ylideneamine) has been well characterised in mammals, plants, soil and some insect species [15]. Whilst a range of primary metabolites have been identified, the major metabolic pathway identified in many species is hydroxylation and desaturation of the imidazolidine ring to form the hydroxy and olefin metabolites [15]. Initial LC-MS/MS analysis investigating ten selected metabolites (Additional file 1) revealed that the 4/5-hydroxy metabolite was the only metabolite detected in aphids treated with a topical application of imidacloprid. Therefore, subsequent analysis focused on parent imidacloprid and the 4/5-hydroxy metabolite to determine whether there were differences in imidacloprid metabolism between FRC and 4106A.

LC-MS/MS analysis did reveal significant differences in imidacloprid metabolism between FRC and 4106A. For 4106A, recovery of imidacloprid increased in a time-dependent manner over the course of the experiment, reaching a maximum of 0.43 (± 0.06) ng mg^-1 ^of aphids after 24 h (Figure 1A), suggesting that the rate of imidacloprid uptake across the cuticle was greater than the rate of imidacloprid metabolism and excretion. In contrast, for FRC the recovery of imidacloprid decreased in a time-dependent manner, reaching a minimum of 0.19 (± 0.05) ng mg^-1 ^of aphids after 24 h (Figure 1A). In terms of metabolite production, in clone 4106A recovery of the 4/5-hydroxy metabolite was variable, often being below the limit of detection and/or limit of quantification. However, in the FRC clone, this metabolite was more consistently detected and was produced in a time-dependant manner, reaching a maximum (21.24 (± 5.80) relative peak area/mg of aphid) after 24 h (see Figure 1B). Although the 4/5-hydroxy metabolite has been shown to possess some insecticidal activity, its specific activity at the nAChR is weaker than imidacloprid [16].

**Figure 1:**
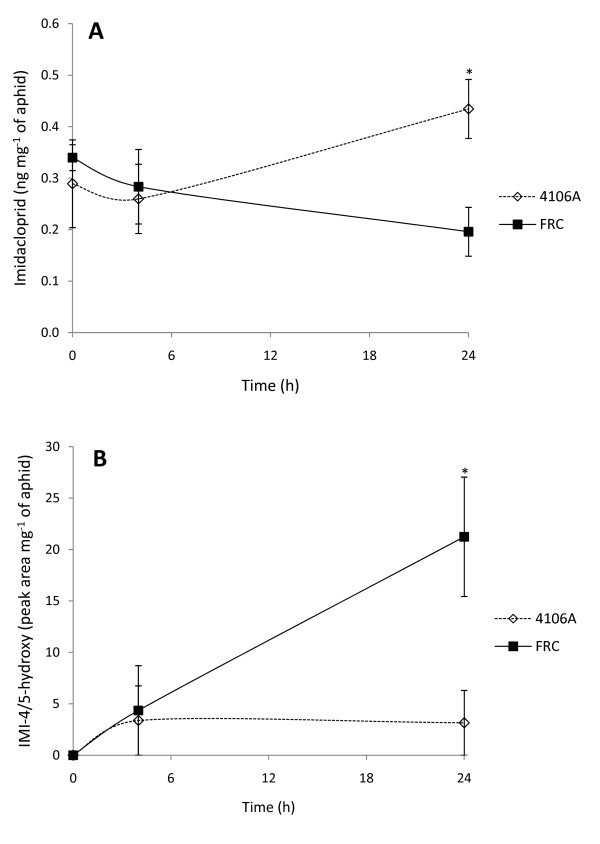
**Internal concentrations of A) imidacloprid and B) 4/5-hydroxy-imidacloprid from aphids treated with a topical application of imidacloprid**. Graphs represent mean recovery of A) imidacloprid (ng mg^-1 ^of aphids) and B) 4/5-hydroxy imidacloprid (relative peak area mg^-1 ^of aphids) ± SE (*n *= 3 pooled samples of 250 aphids). * Denotes a statistically significant difference between 4106A and FRC clones with p < 0.05 (1-tailed Student's *t*-test).

### Microarray Analysis

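Two-colour microarrays compared FRC, the insecticide resistant clone, with 4106A, the susceptible clone. RNA was taken from 4 pools of 10 aphids of each clone at 15 days, and each FRC pool was hybridised with the 4106A pool of the same number. Each of the 4 pairs was hybridised with both label orientations, giving 8 hybridisations. Each array held 45220 spots, of which 43223 were probes for aphid or related sequences and 1997 were control spots. The authors deposited the scanner output, in which spot intensities are not normalized. The median intensity per array lay between 250 and 407 in Cy3 and between 608 and 861 in Cy5, over a median local background of 23 to 28 in Cy3 and 76.5 to 82 in Cy5. Between 28067 and 29712 probes per array were well above background in Cy3, and between 30187 and 31791 in Cy5. No probe was saturated, and 3 to 60 probes per array carried an outlier flag and were left out there. Median spot intensities were corrected for background with the normexp method (offset 50), normalized within each array by loess, and turned to the log2 ratio of FRC over 4106A. The ratios of both label orientations of a pair were averaged, because they measure the same RNA, so that n = 4. Each probe was tested against 0 with limma's moderated test and called at a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 2-fold. Ratios of dim probes depend on the background correction. The number of arrays limits the precision of every ratio.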

Microarray analysis identified 571 genes significantly differentially transcribed between FRC and 4106A. The full list of these genes along with Log_2_, calculated fold-change values and a description based on the closest BLAST hit is given in Additional file 2. 349 genes (213 of unknown function) had elevated expression in FRC and 222 (143 of unknown function) were under-transcribed in this clone relative to 4106A. 

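Of 43223 probes tested, 393 were called higher in FRC and 200 were called lower (limma, Benjamini-Hochberg adjusted p under 0.05 and more than 2-fold). These came from 370 and 192 distinct parent sequences. Among the 593 called probes, 587 had the same sign in all 4 pairs of RNA pools. Without the fold threshold, which moved the counts most, 5290 probes were higher and 5388 lower. With the scanner software's processed signals in place of the normalization used here, the counts were 600 and 409. For 69 of the probes called lower, FRC was not well above background on any array, and for 26 of the probes called higher the same held for 4106A. The fold of these probes is known only as a lower bound, which was 2-fold or less for 13 of the former and 3 of the latter. With each pair of pools left out in turn, between 348 and 524 probes were called higher and between 188 and 214 lower.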

Of the 136 over-expressed genes with a known function, 26 were potential candidates for being involved in insecticide resistance and are listed in Table 2. These included genes encoding cytochrome P450s, carboxylesterase E4/FE4 and a glutathione-S-transferase.

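Of the 26 probes listed in Table 2, 25 were called higher in FRC, and all 26 had a positive log2 ratio in each of the 4 pairs of pools. The paper selected these probes on the same arrays, so their number is not independent evidence. The exception to the calls was the probe on EST 74544, with a fitted log2 ratio of 0.63 (standard error 0.10, adjusted p = 0.00541, limma). There 4106A was not well above background on any array, and FRC was on only 2 of 8. Only an uncertain lower bound of 1.27-fold is known, and the probe cannot be placed on either side of 2-fold.

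**Figure D1:**
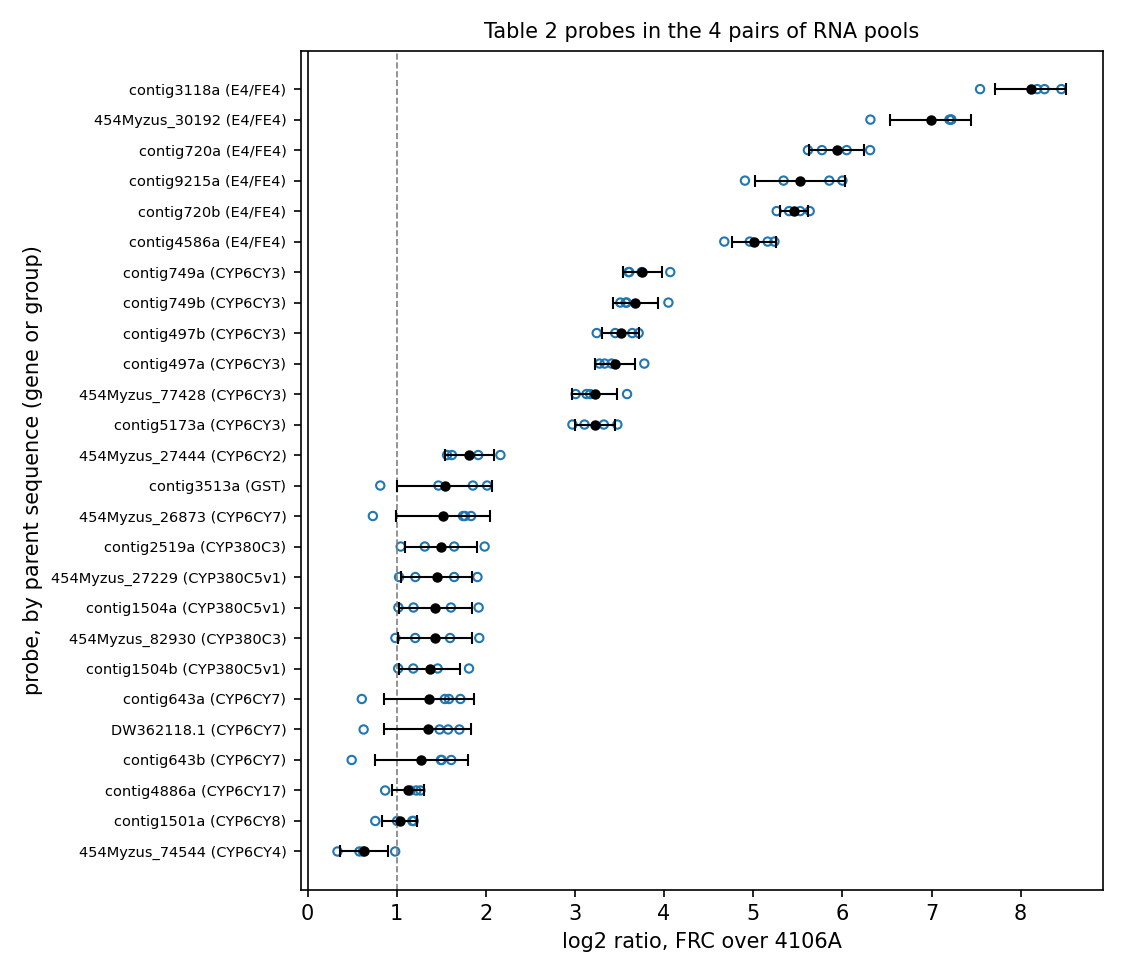
Log2 ratio of FRC over 4106A for the 26 probes of Table 2, with the probe on the vertical axis. Open circles are the 4 pairs of RNA pools, filled circles their mean, bars the SD (n = 4), and the dashed line marks 2-fold. The 6 esterase probes lie highest, followed by the 6 CYP6CY3 probes, and all 26 means are above 0.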

**Table 2:** Selected genes identified by microarray as significantly differentially transcribed between the insecticide resistant *M. persicae *clone (FRC) and the susceptible clone (4106A)

Description	Mean Log2	Fold change	Parent sequence ID
ref|X74555.1| M.persicae mRNA for esterase FE4	8.18	290.98	contig3118
ref|X74555.1| M.persicae mRNA for esterase FE4	6.99	127.91	454Myzus_30192
ref|X74554| M.persicae mRNA for esterase E4	5.95	62.07	contig720
ref|X74555.1| M.persicae mRNA for esterase FE4	5.78	55.25	contig9215
ref|X74554| M.persicae mRNA for esterase E4	5.44	43.60	contig720
ref|X74554| M.persicae mRNA for esterase E4	5.40	42.39	contig4586
ref|HM009309|Myzus persicae cytochrome P450 (CYP6CY3) mRNA, complete cds	3.76	13.60	contig749
ref|HM009309|Myzus persicae cytochrome P450 (CYP6CY3) mRNA, complete cds	3.72	13.26	contig749
ref|HM009309|Myzus persicae cytochrome P450 (CYP6CY3) mRNA, complete cds	3.46	11.01	contig497
ref|HM009309|Myzus persicae cytochrome P450 (CYP6CY3) mRNA, complete cds	3.37	10.40	contig497
ref|HM009309|Myzus persicae cytochrome P450 (CYP6CY3) mRNA, complete cds	3.34	10.18	454Myzus_77428
ref|HM009309|Myzus persicae cytochrome P450 (CYP6CY3) mRNA, complete cds	3.19	9.15	contig5173
ref|XM_001952692.1| PREDICTED: Acyrthosiphon pisum similar to cytochrome P450 (LOC100163313)	2.12	4.36	454Myzus_27444
ref|XM_001946504.1| PREDICTED: Acyrthosiphon pisum similar to glutathione S-transferase-like protein, transcript variant 1 (LOC100168850)	1.55	2.94	contig3513
ref|XM_001947885.1| PREDICTED: Acyrthosiphon pisum similar to cytochrome P450 CYP6AX1 protein (LOC100160895)	1.49	2.83	454Myzus_26873
ref|XP_001944530.1| PREDICTED: similar to cytochrome P450 4A7 [Acyrthosiphon pisum]	1.47	2.78	contig2519
ref|XM_001944991.1| PREDICTED: Acyrthosiphon pisum similar to cytochrome P450 4A7 (LOC100162710)	1.43	2.70	454Myzus_27229
ref|XM_001944991.1| PREDICTED: Acyrthosiphon pisum similar to cytochrome P450 4A7	1.41	2.67	contig1504
ref|XM_001944495.1| PREDICTED: Acyrthosiphon pisum similar to cytochrome P450 4A7 (LOC100158738)	1.40	2.65	454Myzus_82930
ref|XM_001944991.1| PREDICTED: Acyrthosiphon pisum similar to cytochrome P450 4A7	1.30	2.55	contig1504
ref|XM_001947885.1| PREDICTED: Acyrthosiphon pisum similar to cytochrome P450 CYP6AX1 protein (LOC100160895)	1.34	2.55	contig643
ref|XM_001947885.1| PREDICTED: Acyrthosiphon pisum similar to cytochrome P450 CYP6AX1 protein (LOC100160895)	1.33	2.52	DW362118.1
ref|XM_001947885.1| PREDICTED: Acyrthosiphon pisum similar to cytochrome P450 CYP6AX1 protein (LOC100160895)	1.26	2.40	contig643
ref|XM_001948546.1| PREDICTED: Acyrthosiphon pisum similar to cytochrome P450 CYP6AX1 protein	1.23	2.35	454Myzus_74544
ref|XM_001948386.1| PREDICTED: Acyrthosiphon pisum similar to cytochrome P450 CYP6AX1 protein	1.18	2.28	contig4886
ref|NM_001163211.1| Acyrthosiphon pisum cytochrome P450 protein	1.07	2.10	contig1501

Five EST sequences encoding carboxylesterase FE4 and the closely related variant E4 were identified as over-expressed in the resistant clone. However the level of expression was variable (ranging from 42-291-fold) probably because as reported previously only one of the five ESTs (contig 3118) is a perfect match with E4/FE4 [7]. It is likely that the fold-change indicated by hybridisation to the probe designed on contig 3118 is the most accurate and this showed a ~290-fold over-expression.

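All 6 probes on the 5 esterase ESTs were called higher in FRC, and the 5 probes not on contig3118 lay between 32.2-fold and 127-fold. The lowest was the probe on contig4586, at 5.01 ± 0.25 (SD, n = 4). Both probes on contig720 lay at 5.94 ± 0.31 and 5.46 ± 0.16. The probe on contig9215 gave 5.53 ± 0.50 and the probe on 454Myzus_30192 gave 6.99 ± 0.45. The difference between the probes on 454Myzus_30192 and contig4586 is larger than the spread of either over the pairs. All 6 probes were well above background in both clones on all 8 arrays, and the largest adjusted p among them was 5.21e-06 (limma). The paper reasons that the spread among ESTs probably arises because only the sequence of contig3118 matches E4/FE4 perfectly.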

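The probe on contig3118 had a log2 ratio of 8.11 ± 0.40 (SD, n = 4), a fold of 277, with a standard error of 0.14 and an adjusted p of 5.27e-07 (limma). In the 4 pairs of pools the log2 ratio was 8.46, 8.27, 8.19 and 7.55. With each pair left out in turn it stayed between 8.00 and 8.30.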

Five EST sequences (Table 2) corresponding to the *M. persicae *cytochrome P450 gene *CYP6CY3 *showed elevated expression in the FRC clone (9-14-fold). 

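All 6 probes on ESTs of CYP6CY3 were called higher in FRC, at 9.31-fold to 13.5-fold. The largest log2 ratio was 3.76 ± 0.22 (SD, n = 4) for a probe on contig749, and the other probe on that contig gave 3.68 ± 0.25. Both probes on contig497 gave 3.51 ± 0.21 and 3.45 ± 0.23. The probes on 454Myzus_77428 and contig5173 both gave 3.22, with an SD of 0.25 and 0.22. The probe with the largest log2 ratio lay above the probes on 454Myzus_77428 and contig5173 in each of the 4 pairs. The largest adjusted p was 3.19e-06 (limma), and every probe was well above background in both clones on all 8 arrays.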

Overexpression of this gene was reported previously to be associated with moderate levels (25-40-fold) of resistance to neonicotinoids in the *M. persicae *clone 5191A (see introduction). Eleven additional EST sequences encoding P450s were also overexpressed in the FRC clone but the changes observed were relatively low (2-4-fold). Analyses of these sequences indicated that the 11 ESTs probably correspond to seven cytochrome P450 genes. 

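The array holds 14 probes on these 11 ESTs, of which Table 2 lists 13, and 12 of the 14 were called higher, with adjusted p values up to 0.00394 (limma). The probe that Table 2 leaves out lies on EST 1501 and was not called. The called probes ranged from 2.05-fold to 3.52-fold. SDs of the listed probes over the 4 pairs of pools lay between 0.18 and 0.53.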

Two are most similar in sequence to the *Acyrthosiphon pisum *P450 genes *CYP380C3 *(represented by ESTs 2519 and 82930), and *CYP380C5v1 *(represented by ESTs 27229 and 1504) that belong to the CYP4 clade. 

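Both probes representing CYP380C3 had log2 ratios of 1.50 ± 0.41 (SD, n = 4) for EST 2519 and 1.43 ± 0.42 for EST 82930. The 3 probes representing CYP380C5v1 lay between 1.37 and 1.45, on ESTs 27229 and 1504. All 5 were higher in FRC in each of the 4 pairs, with adjusted p values of 0.00105 or less (limma).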

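The probe on EST 27444, most similar to CYP6CY2, had a log2 ratio of 1.82 ± 0.28 (SD, n = 4, adjusted p = 7.18e-05, limma). The 4 probes for CYP6CY7 lay between 1.28 and 1.52, and each was lowest in the same pair of pools. The probe on EST 26873 gave 1.83, 1.74, 1.77 and 0.73 in the 4 pairs. For CYP6CY17 (EST 4886) the log2 ratio was 1.13 ± 0.18, and for the listed probe of CYP6CY8 (EST 1501) it was 1.03 ± 0.20 (adjusted p = 2.63e-04). The other probe on EST 1501 gave 0.89 ± 0.22 (adjusted p = 6.44e-04, limma), higher in FRC in all 4 pairs but under 2-fold. The listed probe was no longer past 2-fold with median centring, where it was 0.96, on the slide with FRC in Cy5 alone, where it was 0.69, or without pair 1 or pair 3, where it was 0.98 in both cases. The probe on EST 74544, most similar to CYP6CY4, was well above background on 2 of 8 arrays in FRC and on none in 4106A. The lower bound there was 1.27-fold, taking the bright clone's mean against the lowest signal well above background. Since FRC itself was mostly not well above background, that bound is uncertain. Its fitted log2 ratio passed 2-fold with normexp at offset 0, at 1.38, and with the software's processed signals and the series matrix values, at 2.19.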

The remaining five genes are most similar to the *A. pisum *P450 genes, *CYP6CY2 *(represented by EST 27444), *CYP6CY4 *(represented by EST 74544), *CYP6CY7 *(represented by ESTs 26873, 643 and DW362118), *CYP6CY8 *(represented by EST 1501) and *CYP6CY17 *(represented by EST 4886) belonging to the CYP3 clade. Finally, a single GST gene most similar in sequence to other insect GSTs of the sigma class showed a moderate (~3-fold) increase in expression in FRC compared to 4106A.

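The probe on contig3513, the GST of Table 2, had a log2 ratio of 1.54 ± 0.53 (SD, n = 4), a fold of 2.90, with a standard error of 0.18 and an adjusted p of 0.00202 (limma). It was higher in FRC in all 4 pairs, at 2.01, 1.47, 1.85 and 0.82.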

Among the 79 genes of known function that were under-transcribed in FRC relative to 4106A, a limited number of detoxification genes were identified (see Additional file 2). These included four sequences encoding GSTs with a negative fold change of -2 to -10, two sequences encoding CYP6-type cytochrome P450s and one sequence encoding a CYP4-type P450 with a fold change of -2 to -3.5.

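Of the 8 probes that Additional file 2 lists for these sequences, 7 were called lower in FRC, and all 8 were lower in each of the 4 pairs of pools. The paper chose the list on the same arrays. A GST probe on contig1196 had a log2 ratio of -2.47 ± 0.49 (SD, n = 4) and the probe on contig4744 had -2.08 ± 0.56. FRC was not well above background on any array for either, so 4106A was at least 5.48-fold and at least 4.08-fold higher. The other probe on contig1196 gave -1.42 ± 0.65 (adjusted p = 0.00583, limma). It lost its call with the series matrix values (adjusted p = 0.0535, over a range of 2.27e-04 to 0.0535 among the alternatives) and with SAM on the 4 pairs. The GST probe on contig781 gave -0.77 ± 0.08 and was not called, since it lay under 2-fold. FRC was well above background on 3 of 8 arrays there. With the offset at 0 the listed probe gave -1.12 and was called, as it was with the processed signals and the series matrix values, at -1.52. The other probe on contig781, which Additional file 2 does not list, gave -0.66 ± 0.05 and was not called either. The CYP6-type probes gave -1.50 ± 0.08 on 454Myzus_78445 and -1.16 ± 0.18 on 454Myzus_65662. Both CYP4-type probes lay on contig1528, at -1.09 ± 0.17 and -1.01 ± 0.11, and neither passed 2-fold on the slide with FRC in Cy3 alone. The probe at -1.01 also lost its call without pair 2, at -0.99, or without pair 3, at -0.97.

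**Figure D2:**
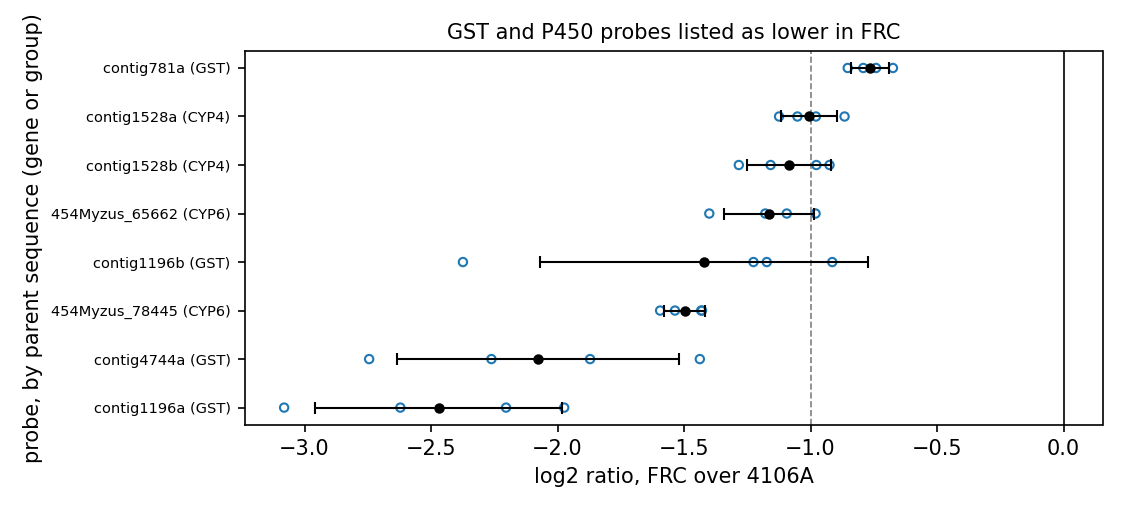
Log2 ratio of FRC over 4106A for the 8 GST and P450 probes listed as under-transcribed, with the probe on the vertical axis. Open circles are the 4 pairs of RNA pools, filled circles their mean, bars the SD (n = 4), and the dashed line marks 2-fold. The means run from -2.47 to -0.77.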

Real-time quantitative PCR was used to validate microarray results by examining the expression profile of *CYP6CY3 *and the seven additional over-expressed P450 genes. Expression was compared simultaneously between FRC, 4106A and 5191A (Additional file 3). In all cases the increased transcription of the genes was confirmed (apart from the P450 gene encoded by EST 27444 which could not be amplified by PCR despite repeated attempts using several alternative primer pairs). As shown in Additional file 3 the *CYP6CY3 *gene was over-transcribed in FRC 28-fold compared to 4106A but this was not significantly different to the level of expression in 5191A. Overexpression of this gene in 5191A was previously shown to be due, in part, to a 9-fold amplification of the structural gene [7]. Quantitative PCR was therefore used to determine *CYP6CY3 *gene copy number in the FRC clone using genomic DNA as template and normalising data to the *para *gene present in two copies in diploid insect genomes. FRC showed a fold change in copy number of 8.3 +/- 0.52 comparable to that in 5191A. Of the remaining P450 genes, five (two CYP4 and three CYP6-type) were found to be overexpressed in FRC compared to both 4106A and 5191A although the fold-changes observed were low (2-3-fold). The exception was the P450 gene represented by EST 74544 which showed a higher (7-fold) level of overexpression. However, this gene was also overexpressed at a similar level in 5191A suggesting it is not involved in the enhanced resistance phenotype displayed by FRC.

### Radioligand binding assays

Radioligand binding assays of [3H]-imidacloprid to aphid membrane preparations revealed substantial differences in the nature of imidacloprid binding between FRC and 4106A. As described previously, [3H]-imidacloprid recognised two sites in the susceptible 4106A clone, one of very high (sub nM) affinity and a second lower (~nM) affinity site [17] (Figure 2A and 2B, Table 3). In the FRC clone the dual nature of [3H]-imidacloprid binding was absent with only a single lower affinity binding site present, as demonstrated by a Hill value close to unity (Figure 2, Table 3), resulting in an overall reduction in binding affinity. In addition, this single binding site was present at far greater concentrations than that observed for the [3H]-imidacloprid binding sites in 4106A indicated by the substantially increased B_max _value in the FRC clone. The K_d _values recorded in this study for wild-type *M. persicae *differ somewhat from those recorded previously (0.14 ± 0.01 and 12.58 ± 1.83 nM) [17], however, there are some significant experimental differences between the two studies. Firstly, in this study larger final incubation volumes (1 ml) were used to avoid ligand depletion at very low concentrations of added [3H]-imidacloprid. Secondly, two different wild-type strains were used, US1L by Lind et al and 4106A in this study.

**Figure 2:**
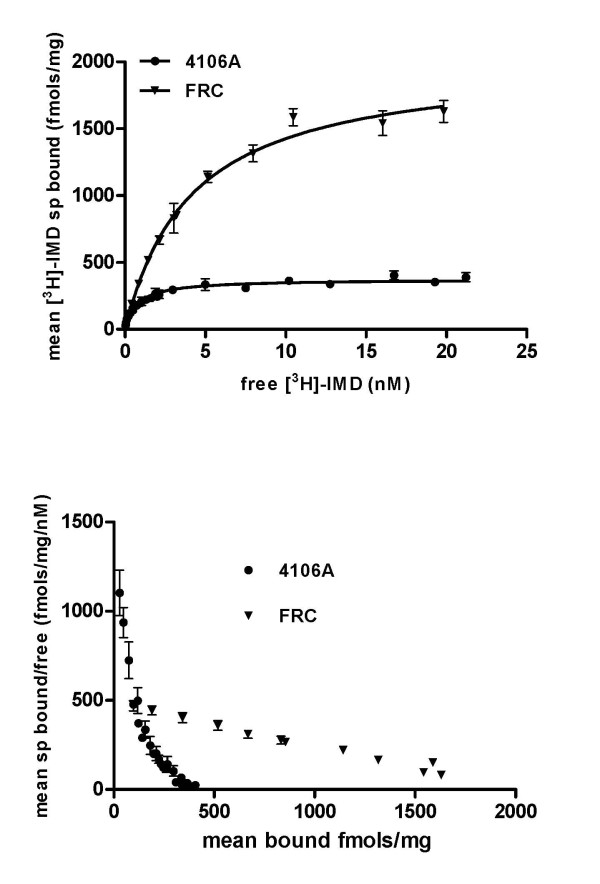
**(A) Comparative saturation isotherms of 3H-IMD binding in crude membranes from 4106A and FRC *Myzus persicae *clones, using MLA as the non-specific ligand (n = 3 +/-SD)**. (B) Scatchard plot of data derived from (A) demonstrating the presence of multiple binding sites in 4106A but only a single binding site in FRC.

**Table 3:** [3H]-imidacloprid saturable binding to membrane preparations of the FRC and 4106A *M. persicae *clones using methyllycaconitine as the non-specific ligand (n = 3 +/-SD)

Clone	High affinity		Low affinity		
	kd (nM)	Bmax (fmols/mg)	kd (nM)	Bmax (fmols/mg)	Hill value (*n*_H_)
FRC	-	-	4.14 (± 0.39)	2016 (± 70.5)	1 (± 0.005)
4106A	0.083 (± 0.0085)	100 (± 55)	1.7 (± 0.65)	298 (± 48)	0.78 (± 0.072)

### Sequence analysis of *M. persicae *nAChR subunit genes

The N-terminal region of the *M. persicae *nAChR α1-α5 and β1 subunits, encompassing the conserved domains (loops A to F) that comprise the acetylcholine and neonicotinoid binding site were amplified by PCR from FRC, 5191A, and 4106A and examined by nucleotide sequencing. Although a limited number of silent SNPs were detected in the nucleotide sequence of the nAChR α1-α5 subunits, no non-synonymous changes were observed and the deduced amino acid sequence in the region studied was identical between all clones. In contrast, when the sequence of the Mpβ1 subunit was compared a non-synonymous SNP was observed exclusive to FRC that causes an amino acid replacement of arginine (AGA) to threonine (ACA) at amino acid position 81 within loop D, a predicted agonist binding site of nAChR β subunits (Table 4). Additional sequencing of RT-PCR products derived from RNA extracted from individuals confirmed that this mutation is homozygous in FRC.

**Table 4:** Alignment of amino acid sequence in loop D of the agonist binding site of vertebrate and insect nicotinic acetylcholine receptors

	Amino Acid Number of *Myzus persicae β1 *Subunit										
Species	**77**	**78**	**79**	**80**	**81**	**82**	**83**	**84**	**85**	**86**	**87**

*Homo sapiens β2*	N	V	W	L	**T**	Q	E	W	E	D	Y
*Gallus gallus β2*	N	V	W	L	**T**	Q	E	W	E	D	Y
*Rattus norvegicus β2*	N	V	W	L	**T**	Q	E	W	E	D	Y
*Drosophila melanogaster β1*	C	V	W	L	**R**	L	V	W	Y	D	Y
*Anopheles gambiae β1*	N	V	W	L	**R**	L	V	W	S	D	Y
*Bemisia tabaci β1*	N	V	W	L	**R**	L	V	W	N	D	Y
*Locusta migratoria β1*	N	V	W	L	**R**	L	V	W	N	D	Y
*Heliothis virescens β1*	N	V	W	L	**R**	L	V	W	M	D	Y
*Ctenocephalides felis β1*	N	V	W	L	**R**	L	V	W	S	D	Y
*Myzus persicae 4106A β1*	N	V	W	L	**R**	L	V	W	R	D	Y
*Myzus persicae 5191A β1*	N	V	W	L	**R**	L	V	W	R	D	Y
*Myzus persicae FRC β1*	N	V	W	L	**T**	L	V	W	R	D	Y

## Discussion

The neonicotinoids are the fastest growing class of insecticides in the global crop protection market with annual worldwide sales of over $1.5 billion [18]. They have remained effective against *M. persicae *because they circumvent the resistance mechanisms that have evolved to other insecticide classes, and have so far not been compromised by the evolution of novel mechanisms. In this study we have characterised a field-derived clone (FRC) of *M. persicae *exhibiting sufficiently high levels of neonicotinoid resistance to impair field performance of these insecticides. The involvement of P450-mediated detoxification in resistance was initially implicated by the use of PBO, an inhibitor of metabolic enzymes including P450s, which was found to alter the phenotype of the resistant clone. Further evidence was provided by LC-MS/MS analysis of imidacloprid metabolism, which demonstrated that the 4/5-hydroxy-imidacloprid metabolite, a product of phase I reactions catalysed by microsomal P450s [15], was produced at higher levels in FRC than the susceptible clone (4106A). Microarray and quantitative real-time PCR analyses showed that a cytochrome P450 gene *CYP6CY3 *was overexpressed in the FRC clone 28-fold and this was due in part to an eight-fold amplification of the structural gene. Amplification of this gene has been reported previously for *M. persicae *where it was associated with moderate (25-40-fold) resistance to neonicotinoids in a clone from Greece (5191A) [7]. However, the levels of expression of this gene in FRC and 5191A were not significantly different and are therefore unlikely to explain the significantly enhanced levels of resistance seen in the FRC clone. A small number of additional P450 genes were found to be overexpressed in FRC compared to both 4106A and 5191A. However, the level of overexpression was relatively low (2-3) fold and while it is possible the proteins encoded by these genes may play some role in resistance it is unlikely their overexpression explains the significantly enhanced level of resistance exhibited by FRC compared to 5191A. The gene encoding carboxylesterase FE4 was also highly overexpressed (~290-fold) in FRC but this is an established mechanism of resistance to other insecticides that has been shown to have no effect on neonicotinoids [7,19].

Bioassays also provided strong evidence of an additional major mechanism(s) in resistance with a significant resistance factor remaining in the FRC clone to both thiamethoxam and imidacloprid after synergism by PBO. To investigate the possibility of target-site insensitivity in resistance, the binding of [3H]-imidacloprid to membrane preparations of FRC and 4106A was compared. Previous binding studies with a range of insect species have demonstrated that while all insect species examined have a binding site for imidacloprid, Hemipteran insects including *M. persicae *have two sites, one of very high affinity and a second of lower affinity [17,20]. This may account for the enhanced efficacy of imidacloprid against sap-feeding insects such as aphids, leafhoppers and planthoppers [17]. In a previous study no difference in the binding of [3H]-imidacloprid to membrane preparations from 5191A and 4106A was observed [7]. However, in this study we found the high affinity [3H]-imidacloprid binding site had been lost in FRC and the remaining lower affinity site was altered, resulting in a substantial overall reduction in binding affinity. Recent study of nAChR subunits in the Hemipteran *N. lugens *has suggested which subunits of the nAChR contribute to the formation of the imidacloprid binding site [17]. This work has shown that the Nlβ1 subunit is an absolute requirement for imidacloprid binding and that nAChRs containing Nlα1, Nlα2 and Nlβ1 constitute the lower affinity site whereas nAChRs containing Nlα3, Nlα8 and Nlβ1 constitute the higher affinity site [20]. To see if mutation of the orthologous nAChR subunits was associated with resistance in FRC the nucleotide sequence of the N-terminal (agonist binding) region of six nAChR subunit (Mpα1-5 and Mpβ1) genes from FRC, 4106A and 5191A was compared. No non-synonymous changes were observed between clones in any nAChR α subunit. However, a single point mutation in the loop D region of the nAChR β1 subunit of the FRC clone was identified that causes an arginine to threonine substitution (R81T). Loop D is one of three regions of the β1 subunit that in combination with loops A, B and C of α subunits form the acetylcholine binding site [21]. Several lines of experimental evidence indicate that the amino acid at this position within loop D is a key determinant of neonicotinoid binding to nAChRs. Insect β1 receptors are highly conserved at this amino acid position and all insect species characterised to date have a positively charged arginine at this position (Table 4). In contrast, vertebrate β subunits rarely have a positively charged amino acid at this position with the most common residue being a threonine (Table 4). Indeed, the high sensitivity of insect nAChRs to neonicotinoids is thought to be due to interactions between the distinctive electronegative pharmacophore (nitro or cyano group) of these insecticides and conserved residues upstream of loop B, within loop C of α subunits, and certain positively charged residues in loop D (such as R81) of β subunits [12,22,23]. Crystallization of molluscan ACh-binding proteins, homologous to the amino-terminal ligand binding domain of nAChR subunits, has confirmed that neonicotinoids bind to nAChRs at the same site as acetylcholine and that amino acids at the corresponding position to R81 are in close proximal contact with imidacloprid [24]. The most compelling evidence that R81T reduces neonicotinoid binding comes from site-directed mutagenesis and homology modelling studies of vertebrate and insect recombinant receptors [22]. Substituting the threonine residue in the chicken β2 subunit at position 77 (corresponding to the Mpβ1 subunit position 81) with arginine or another basic residue greatly enhanced the affinity of recombinant nAChRs (such as *Drosophila melanogaster *Dα2/chicken β2 hybrids) for imidacloprid. However, this effect was only seen following an additional substitution of a nearby residue in the chicken β2 subunit (E79V) to mimic insect β1 subunits which, in contrast to vertebrate β subunits, have a valine at this position. Models of the recombinant receptors indicated that the nitro group of imidacloprid interacts directly with the introduced basic residue at this position [22]. Interestingly, and importantly, the T77R substitution did not significantly affect the binding affinity of the natural agonist acetylcholine. The mutation described in this study therefore appears to confer a 'vertebrate-like' quality to the β1 subunit of resistant aphids resulting in reduced sensitivity of the nAChR to neonicotinoids through the loss of direct electrostatic interactions of the electronegative pharmacophore with the basic arginine residue at this key position within loop D. The discovery of the mutation at a predicted resistance 'hotspot' [22] and its association with the reduced affinity of the nAChR for imidacloprid also provides further validation of existing models of neonicotinoid binding and selectivity for insect nAChRs.

In a recent study of neonicotinoid resistant housefly, *Musca domestica *reduced expression of a nAChR alpha subunit (Mdα2) was correlated with the resistance phenotype [25]. Given that radioligand binding assays revealed significant changes to the nature of imidacloprid binding in the FRC strain it would be interesting, in future, to investigate if changes in the expression of different nAChR subunit genes are also associated with resistance.

The relative role of the two mechanisms (P450-mediated detoxification and target-site insensitivity) in determining the resistance phenotype warrants further study. In particular, the potency and dominance characteristics of target-site resistance alone, and the practical impact of different combinations of mechanisms on the efficacy of foliar and systemic applications of neonicotinoids remain to be investigated. It is possible that target-site resistance has evolved in a genetic background of enhanced P450 production and that the mechanisms act synergistically to confer unprecedented levels of resistance to neonicotinoids in *M. persicae*.

## Conclusions

In summary, we describe, for the first time, a clone of *M. persicae *exhibiting control-compromising levels of resistance to neonicotinoid insecticides. We demonstrate that resistance is associated with enhanced imidacloprid metabolism and over-expression of cytochrome P450s but that additional major mechanisms based on reduced affinity of the target-site to the neonicotinoid imidacloprid are involved. We provide strong evidence that resistance is conferred, in part, through mutation of a key residue in the loop D region of a nAChR β1 subunit and this represents the first example of field-evolved target-site resistance to neonicotinoid insecticides.

## Methods

### Aphid Clones

All aphid lines used in this study were clonal lineages derived from a single founding female. 4106A was an insecticide-susceptible clone originating from potatoes in Scotland in 2000. Clone 5191A originated from tobacco in Greece in 2007, and exhibited 20-40 fold resistance to neonicotinoids [6,7]. Clone FRC was derived from a sample collected from peach orchards in Southern France in 2009, following reports of reduced control with neonicotinoids. All clones were reared on Chinese cabbage under standardised conditions [7].

### Insecticide Bioassays

Two bioassay methods were used to establish the extent of neonicotinoid resistance in the FRC clone using insecticide alone and 5 h after pre-treatment with PBO to investigate the potential contribution to resistance of detoxifying enzymes that are inhibited by this synergist [6]. The 'micro-application' bioassay involved dosing individual aphids on the dorsal surface with 0.25 μl of acetone plus insecticide using a micro-applicator (Burkhard) and measuring mortality 72 h later as previously described [7]. The 'spray application' bioassay involved spraying insecticide onto aphids and foliage inside a Potter-Precision laboratory spray tower (Burkhard) [26] For this formulated imidacloprid (Confidor 200 g/L SL Bayer S.A. Division Agro, France) and thiamethoxam (Actara 25WG Syngenta Crop Protection AG, Basel, Switzerland) was used. For synergism assays piperonyl butoxide was formulated by Syngenta chemists as an 80% EC and applied in 0.01% non-ionic surfactant, Extravon (Syngenta Crop Protection AG, Basel, Switzerland). Test pots (45 mm diameter) were prepared with discs of Chinese cabbage on tap water agar. Twenty to thirty mixed age aphids were transferred to the dishes and allowed to settle for 24 h at 21°C with a 16:8 h light regime. Serial dilutions of insecticide were applied in 3 ml of solution at 0.6 bar with 3 second settling time (equivalent to approximately 400L/ha). Three replicates were used for each concentration tested and the responses were assessed after 72 h. Aphids that were dead or seriously affected were classed as 'dead' and LC_50 _values were calculated by LOGIT analysis using Syngenta software.

### Imidacloprid Metabolism Assay

Imidacloprid metabolism assays were carried out to determine which imidacloprid metabolites were observed in aphids and whether increased metabolism was contributing to resistance in the FRC clone. In both experiments, individual aphids of the 4106A and FRC clones were treated by topical application of imidacloprid (0.2 μL, 1 mg/L, corresponding to the LC50 value for 4106A) using a micro-applicator as described in [7]. Owing to the physical constraints of performing topical applications to aphids, aphids were treated in batches, which resulted in a 15 minute gap between the first and last aphid being treated from each batch.

To determine which metabolites were observed in aphids, ~500 treated aphids of each clone were collected at 0, 1, 4 and 24 h after treatment, weighed and frozen at -20°C. Due to the low treatment rate and volume used in this study, 500 aphids were pooled to provide one sample for each time point. To remove surface imidacloprid, aphid samples were washed in acetonitrile (3 × 1 mL), after which, aphid samples were placed in extraction tubes (Precellys 24, 0.5 mL, Lysing matrix VK05; Bertin Technologies, France) containing acetonitrile (0.5 mL). Samples were macerated for 5 × 20 s using a FastPrep^® ^FP120 (QBiogene, UK), centrifuged (5590*g*, 15 min) and the resulting supernatant was transferred into HPLC vials for LC-MS/MS analysis. Separation was achieved with a Accela UPLC pump (Thermo Scientific, UK) using a Phenomoenex Luna (C18, 5 μm, 4.60 × 250 mm) analytical column, with a mobile phase consisting of water (+0.2 % formic acid), and a flow rate of 0.8 mL/min. The gradient elution conditions of acetonitrile:water were as follows: 0 min 10:90, 15 min 47.5:52.5, 15.1 min 80:20, 22 min 80:20, 22.1 min 10:90. The mass spectrometer used was a TSQ Vantage (Thermo Scientific) equipped with a H-ESI II source operating in positive ion mode. Analytes were detected simultaneously using selected-reaction-monitoring (SRM). SRM transitions are outlined in Additional file 1. Scan time was 0.1 s/transition and the collision gas pressure was 1.5 mTorr. As noted in Additional file 1, several metabolites were available as authentic standards. For these metabolites, extraction efficiencies were determined, by spiking untreated aphid samples with a known amount (0.05 μg) prior to performing the maceration and centrifugation steps, which were between 87-94%. For 4/5-hydroxy-imidacloprid, only 5-hydroxy-imidacloprid was available as an authentic standard and it was thought to be unlikely that chromatographic separation of the 4- and 5-hydroxy metabolites would have been achieved. Where no authentic standards were available, confirmation was made by comparison of relative retention times to previous studies [27].

In the second experiment, aphids were treated as described above, with the following modifications: 250 treated aphids of each clone were collected at 0, 4 and 24 h after treatment, weighed and frozen at -20°C. Treatments were replicated three times. Aphid samples were washed in acetonitrile (3 × 0.5 mL), placed in extraction tubes (Precellys 24, 0.5 mL, Lysing matrix VK05) containing acetonitrile (0.25 mL) and prepared as described above. Recoveries of imidacloprid and 4/5-hydroxy metabolite were determined using LC-MS/MS. Separation was achieved using Ultra Performance LC^® ^(ACQUITY UPLC-System; Waters, UK) using an ACQUITY UPLC column (HSS T3, 1.8 μm, 100 × 2.1 mm), with a mobile phase consisting of water (+0.2% formic acid), with a flow rate of 0.6 mL/min. The gradient elution conditions of acetonitrile:water were as follows: 0 min 0:100, 0.5 min 0:100, 3.5 min 95:5, 4.5 min 95:5, 4.6 min 0:100, 5.0 min 0:100. The mass spectrometer used was a Finnigan TSQ Quantum Discovery (Thermo Scientific) equipped with an Ion Max source operating in positive ion mode. Imidacloprid and 4/5-hydroxy metabolite were detected simultaneously using SRM.

### Microarray

The microarray (Agilent Technologies) used in this study was designed by the Georg Jander Lab and is based on a previously described array containing probes for > 10, 000 *M. persicae *unigenes produced by Sanger sequencing [28] augmented with an additional 30, 517 probe set designed on EST unigene sequences identified in a 454 sequencing project [29]. Microarray experiments consisted of four biological replicates and for each of these, two hybridisations were done in which the Cy3 and Cy5 labels were swapped between samples for a total of eight hybridisations between resistant and susceptible clones. 

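In the deposited files 4 arrays carry FRC in Cy5 and 4 carry FRC in Cy3, and each orientation fills a slide of its own, so label orientation and slide cannot be separated. Across probes, which are not independent replicates, log2 ratios of FRC over 4106A correlated between arrays of one slide at r = 0.61 to 0.92 and between arrays of different slides at 0.32 to 0.63. After averaging both orientations, the 4 pairs correlated at 0.77 to 0.88.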

Arrays were processed, scanned and the raw data normalised as described previously [7]. The TM4 suite of software from the Institute of Genomic Research was used for statistical analysis using the SAM (Significance Analysis of Microarrays) module and applying a False Discovery Rate (FDR) of zero to detect significantly differentially expressed genes [30]. 

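One-class SAM with a median false discovery rate of zero and the 2-fold threshold was also run here, in an implementation written for this purpose. On the 8 hybridisations it called 353 probes higher and 197 lower, and on the 4 averaged pairs 315 and 193. On the 8 columns of the deposited series matrix it called 553 and 383.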

Genes identified by SAM and showing a transcription ratio > 2 fold in either direction were considered to be differentially transcribed between the two clones. Microarray data were submitted to the Gene Expression Omnibus (GEO) database (series no. GSE24629).

### Quantitative RT-PCR

Quantitative RT-PCR was used to validate microarray data by examining the expression profile of selected genes. Primers were designed to amplify a fragment 90-150bp in size and are listed in Additional file 4. PCR reactions were carried out as described previously [7]. Data were analysed using the geometric mean of three selected housekeeping genes (actin, *para *which encodes the voltage gated sodium channel, and *ace*, which encodes acetylcholinesterase) for normalisation according to the strategy described previously [31]. Quantitative PCR was used to determine *CYP6CY3 *gene copy number using genomic DNA as the template as described previously [7].

### Membrane preparation and [^3^H] imidacloprid binding

Membranes from resistant (FRC) and susceptible (4106A) aphid clones were prepared and radioligand binding experiments performed based on previously described methods [17] with the following modifications. Aphids, (~5 g) were homogenized on ice in 16 ml of pre-chilled homogenisation buffer (0.05 M Tris base, pH 7.4 with HCl, 200 μM PMSF) with a motor-driven Ultra Turrax (5 × 20 sec bursts, level 4.5). The homogenate was centrifuged (3,000 g, 30 mins at 4°C) and resulting supernatant filtered through two layers of pre-wetted mira cloth before a final centrifugation (83,000 g, 60 mins at 4°C). The pellet (crude membrane) was re-suspended in chilled freshly prepared binding buffer (0.05 M Tris, 0.12 M NaCl, 100 μM EDTA, pH7.4 HCl), beaded into liquid N_2 _and stored at -80°C. The protein concentration was determined by Bradford assay using BSA as a standard. Comparative saturation isotherms were performed in side-by-side fashion with appropriate time delay. [^3^H]-imidacloprid (1.1 TBq/mmol, purity > 95%, in-house synthesis) and methyllycaconitine (MLA, Sigma) (non-specific ligand) were prepared in binding buffer. Crude aphid membranes were defrosted on ice and diluted to 5 mg/ml in binding buffer containing 0.2% BSA. Incubations were carried out in a final volume of 1 ml to avoid ligand depletion at very low concentrations of added [^3^H]-imidacloprid (returned bound counts were in all cases less than 10% of added). Order of addition was binding buffer, 100 nM MLA or control, 100 μg membranes followed by [^3^H]-imidacloprid at indicated concentrations. Reactions equilibrated over 90 mins at room temperature with constant shaking and were terminated by filtration using a Brandel harvester onto Whatman GF/B filters pre-soaked in cold binding buffer with 0.25% polyethylenimine (no BSA). Filters were rapidly rinsed in a two wash cycle (3 ml) with ice cold binding buffer (no BSA), removed, allowed to air-dry for 12 hrs and soaked (6 hrs) in 10 ml scintillant (Scintsafe Gel, Fisher) prior to counting.

### Sequence analysis of *M. persicae *nAChR subunits

Total RNA was isolated from three pools of five adult aphids from all clones listed above and first strand cDNA synthesised as described previously [7]. PCR amplification was performed using gene-specific oligonucleotide primers designed to the published nAChRα1 (X81887), nAChRα2 (X81888), nAChRα3 (AJ236786), nAChRα4 (AJ236787), nAChRα5 (AJ880084) and nAChRβ1 (AJ251838) as described previously [7]. Amplicons of the expected size were ethanol precipitated and sequenced directly in both directions using the BigDye mix (Applied Biosystems).

## Authors' contributions

CB carried out the genomics research and analyses and drafted the manuscript. AMP carried out bioassays, nAChR sequencing and analyses and helped draft the manuscript. MA, JE and VLP carried out bioassays and associated analyses, MD and RL carried out the LC-MS/MS analyses and helped draft the manuscript, PC and AJC carried out the ligand binding analyses and helped draft the manuscript, ID, LMF, SPF, and MSW, helped direct the study and draft and critically review the manuscript, RS conceived the project and help draft and critically review the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Selected-Reaction-Monitoring transitions for selected imidacloprid metabolites**. Molecular weight, SRM transitions, collision energies and availability of authentic standards are detailed for 11 imidacloprid metabolites. Click here for file

Additional file 2 **ESTs identified by microarray analysis significantly differentially transcribed between the insecticide resistant *M. persicae *clone FRC and the susceptible clone 4106A**. 

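Additional file 2 lists 571 probes with a mean log2 ratio, a fold change and a description. In it 206 of the higher and 150 of the lower probes carry an unknown description. Of its probes, 4 are control spots on contig1465, which were left out of the test here, and 567 were tested. Of the higher ones 282 were called higher and 67 were not called. Of the lower ones 156 were called lower and 62 were not. All 129 that were not called had an adjusted p under 0.05 (limma) and the listed direction, so with this processing the fold threshold alone left them out. With normexp at offset 0 and the same thresholds, only 6 of the 567 were not called. Most of the 129 are therefore not shown to lie under 2-fold, since their fold depends on the background correction. A further 155 probes were called here and are absent from the list.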

The full list of ESTs along with Log2, calculated fold-change values and a description based on the closest BLAST hit is detailed. Click here for file

Additional file 3 **Fold change in expression of *CYP6CY3 *and additional P450 genes in the *M. persicae *clones FRC and 5191A (compared to the susceptible reference clone 4106A) as determined by quantitative PCR**. For each EST the most similar *Acyrthosiphon pisum *P450 gene is detailed. Click here for file

Additional file 4 **Sequences of primers used in this study**. Primer sequences are listed along with the purpose for which they were used. Click here for file

# Supplementary material for: Mutation of a nicotinic acetylcholine receptor β subunit is associated with resistance to neonicotinoid insecticides in the aphid Myzus persicae
**Source:** BMC Neurosci. 2011 May 31;12:51. doi: 10.1186/1471-2202-12-51
**Supplement:** Additional file 1 — Selected-Reaction-Monitoring transitions for selected imidacloprid metabolites. Molecular weight, SRM transitions, collision energies and availability of authentic standards are detailed for 11 imidacloprid metabolites.

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
| Compound | Molecular weight (Da) | SRM transition  Parent *m/z* > Product *m/z* | Collision energy (v) | Authentic standard available for quantitation? |
|  |  |  |  |  |
|  |  |  |  |  |
| 1 (chloro-nicotinic acid) | 157 | 157.9 > 122.0 | 24 |  |
| IMI-NH (guanidine) | 210 | 211.0 > 126.1 | 17 |  |
| IMI-urea (urea) | 211 | 212.0 > 128.1 | 24 |  |
| IMI-NNH2 (hydrazone) | 225 | 226.0 > 126.0 | 22 |  |
| IMI-de | 229 | 230.1 > 110.9 | 22 |  |
| IMI-NNO (nitrosoimine) | 239 | 240.0 > 209.0 | 22 |  |
| IMI-ole (olefin) | 253 | 254.1 > 205.7 | 17 |  |
| IMI (imidacloprid) | 255 | 256.1 > 208.9 | 17 |  |
| IMI-5-OH, IMI-4-OH (4/5-hydroxy) | 271 | 272.1 > 191.2 | 22 |  (IMI-5-OH) |
| IMI-diol (4,5-dihydroxy) | 287 | 288.0 > 207.0 | 22 |  |
| IMI-5-conj, IMI-4-conj (sugar conjugates) | 433 | 434.0 > 272.0 | 22 |  |
|  |  |  |  |  |

# Supplementary material for: Mutation of a nicotinic acetylcholine receptor β subunit is associated with resistance to neonicotinoid insecticides in the aphid Myzus persicae
**Source:** BMC Neurosci. 2011 May 31;12:51. doi: 10.1186/1471-2202-12-51
**Supplement:** Additional file 3 — Fold change in expression of CYP6CY3 and additional P450 genes in the M. persicae clones FRC and 5191A (compared to the susceptible reference clone 4106A) as determined by quantitative PCR. For each EST the most similar Acyrthosiphon pisum P450 gene is detailed.

| **Gene/EST description** | **Est/gene ID** | **4106a** | **4106a**  **95% CL** | **FRC** | **FRC**  **95% CL** | **5191a** | **5191a**  **95% CL** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| CYP 4 like (Ap CYP380C3) | 2519 | 1.00 | 0.18 | 2.84 | 0.88 | 0.18 | 0.03 |
| CYP 4 like (Ap CYP380C5) | 1504 | 1.01 | 0.23 | 2.61 | 0.45 | 0.45 | 0.05 |
| CYP6 like (Ap CYP6CY7) | 26873 | 1.02 | 0.24 | 2.36 | 0.28 | 1.17 | 0.32 |
| CYP6 like (Ap CYP6CY4) | 74544 | 1.00 | 0.11 | 7.24 | 2.19 | 7.68 | 0.75 |
| CYP6 like (Ap CYP6CY17) | 4886 | 1.06 | 0.49 | 3.09 | 0.39 | 1.01 | 0.26 |
| CYP6 like (Ap CYP6CY8) | 1501 | 1.01 | 0.20 | 2.40 | 0.04 | 0.78 | 0.49 |
| Mp CYP6CY3 | Mp CYP6CY3 | 1.03 | 0.37 | 28.03 | 7.28 | 22.04 | 1.80 |

# Supplementary material for: Mutation of a nicotinic acetylcholine receptor β subunit is associated with resistance to neonicotinoid insecticides in the aphid Myzus persicae
**Source:** BMC Neurosci. 2011 May 31;12:51. doi: 10.1186/1471-2202-12-51
**Supplement:** Additional file 4 — Sequences of primers used in this study. Primer sequences are listed along with the purpose for which they were used.

| **Name** | **Sequence** | **Purpose** |
| --- | --- | --- |
| MPa1F1 | GGTCAGCAACAACACCGACACC | PCR amplification of nAChRα1 |
| MPa1R1 | TCGGCAGGCAGATAGAAGACCA | PCR amplification of nAChRα1 |
| Mpa1F2 | CGACACCGTCCTGGTCAAGC | Sequencing of nAChRα1 |
| Mpa1R2 | GACCAGCACCGACAGGTAAG | Sequencing of nAChRα1 |
| Mpa2F1 | GCCAAACGGCTTTACGACGATC | PCR amplification of nAChRα1 |
| Mpa2R1 | GAACACCAGCACGGACAGGAAC | PCR amplification of nAChRα1 |
| Mpa2F2 | CGACGATCTGCTGAGCAACTAC | Sequencing of nAChRα1 |
| Mpa2R2 | GACAGGAACGATATACCCACGC | Sequencing of nAChRα1 |
| Mpa3F1 | CGGATGCAAAAAGGCTGTACGA | PCR amplification of nAChRα1 |
| Mpa3R1 | GGTAAAACACAAGTATCGTGAG | PCR amplification of nAChRα1 |
| Mpa3F2 | GGCTGTACGACGACCTTTTATC | Sequencing of nAChRα1 |
| Mpa3R2 | GAAACGATATCCCCATACAAGG | Sequencing of nAChRα1 |
| Mpa4F1 | GATGACCTTCTGAGCAACTAC | PCR amplification of nAChRα1 |
| Mpa4R1 | GTCAGTCCGACACAAGGGATG | PCR amplification of nAChRα1 |
| Mpa4F2 | CAACTACAATCGGCTGATCAG | Sequencing of nAChRα1 |
| Mpa4R2 | GTCCGACACAAGGGATGATC | Sequencing of nAChRα1 |
| Mpb1F1 | GTCCAGAACATGACCGAAAAAG | PCR amplification of AChRβ1 |
| Mpb1R1 | CGCACAGGAAAGATATAAGGAC | PCR amplification of AChRβ1 |
| Mpb1F2 | GACCGAAAAAGTCAATGTCCAG | Sequencing of AChRβ1 |
| Mpb1R2 | AAGATATAAGGACCGTGGGCAG | Sequencing of AChRβ1 |
| CYP6F | CGGGGTGACGATCATCTA TT | Q PCR (validation of microarray results for CYP6CY3) |
| CYP6R | GGGTGGTCTTTTGACAAA GC | Q PCR (validation of microarray results for CYP6CY3) |
| MpActF1 | ggtgtctcacacacagtgcc | Q PCR amplification of the actin reference gene |
| MpActR1 | cggcggtggtggtgaagctg | Q PCR amplification of the actin reference gene |
| Aph1R | TGG TAT ACA CGT TGG TTC TC | Q PCR amplification of the *para* reference gene |
| Aph18 | gaccacgagcttccccggtg | Q PCR amplification of the *para* reference gene |
| Mp1aceR3 | CACTGTAGAGCCATTAGCTG | Q PCR amplification of the *ace-1* reference gene |
| Mp1aceF4 | TAACGTAGTAGTGCCAAAGC | Q PCR amplification of the *ace-1* reference gene |
| 2519F2 | atgccatgttgtcgatgaaa | Q PCR (validation of microarray results for EST 2519) |
| 2519R2 | ctgtctcgtgatcgaatcgt | Q PCR (validation of microarray results for EST 2519) |
| 1504F | ggccgtgtaggatttggtta | Q PCR (validation of microarray results for EST 1504) |
| 1504R | gtacattcggcctttctgga | Q PCR (validation of microarray results for EST 1504) |
| 26873F | catattcagacgagcgacga | Q PCR (validation of microarray results for EST 26873) |
| 26873R | aagtatcgggatcggggtaa | Q PCR (validation of microarray results for EST 26873) |
| 74544F | tgaacaagcaaccaaagtagga | Q PCR (validation of microarray results for EST 74544) |
| 74544R | tgtccaaaatgacggacaaa | Q PCR (validation of microarray results for EST 74544) |
| 4886F | ttgccgaatcagaaatgaaa | Q PCR (validation of microarray results for EST 4886) |
| 4886R | atacaacgccgttctttggt | Q PCR (validation of microarray results for EST 4886) |
| 1501F2 | tgccaacttttggatggact | Q PCR (validation of microarray results for EST 1501) |
| 1501R2 | ggacgaacgtaaggcacatt | Q PCR (validation of microarray results for EST 1501) |

How the deposited data were processed for this re-analysis (not part of the article)

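Gene expression in whole aphids of the Myzus persicae clones FRC (resistant) and 4106A (susceptible) was measured on Agilent two-colour arrays. There were 4 RNA pools per clone, of 10 aphids each at 15 days. Each pair of pools was hybridised with both label orientations, for 8 hybridisations. Condition, label and replicate number were taken from the sample labels and the paper's methods.

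The authors deposited the scanner output of each array, made with Feature Extraction 10.5.1.1, in which the spot and local background intensity values are as scanned. The same deposited files hold the software's processed signal, which is corrected for background and normalized for dye. The authors also deposited a series matrix of log10 ratios. Its values equal the software's log ratio (tolerance 0.001 on the log2 scale) for every spot, with the sign turned on the slide with FRC in Cy3, so each column gives FRC over 4106A, and each column has a median of 0. Between 19.7% and 22.0% of its values per array are exactly 0. The normalization behind the paper's list is described in another article and not given in the sources used here.

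The design fixed before the data were examined named the mean spot signal. The files hold only the median signal, so the median signal was used, and the alternative with the median signal was not run separately. Intensities were corrected with normexp (offset 50) and normalized by loess within arrays, with control spots and flagged spots at weight 0. Flagged spots were left out. The log2 ratios of both orientations were averaged per pair, and a pair with either value missing was left out. Of 43223 probes, 42945 had a value in all 4 pairs. Each probe was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment, and called at an adjusted p under 0.05 and an absolute log2 ratio over 1. No 2 spots held the same probe. No column without a sample was used.

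Where a probe was not well above background on any array of a clone, its fitted log2 ratio is no measured fold, and the fold is known only as a lower bound. Separate channels were normalized by loess and Aquantile. The bright clone's mean was set against the mean, over arrays, of the higher of the lowest signal well above background and the probe's own. The probes well above background numbered 28067 to 31791 per array and channel. That signal, and 4 pairs, set the precision of each ratio.

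The text names every Table 2 probe, the esterase, P450, GST, densovirus and positive control probes of Additional file 2, the nAChR subunit probes, and the 5 largest and 5 smallest log2 ratios among called probes with one sign in all 4 pairs. Values in the paper's tables had been seen when this rule was written. The probes on the sequences of Table 2 and of the under-transcribed detoxification list that the paper's lists leave out, 2 in all, were added after their values had been seen. Of 40995 distinct sequence names, 0 matched the RefSeq gene table of Myzus persicae clone G006, so names follow the paper's tables and the array annotation. Of the nAChR subunits the paper cites, 1 had no probe that could be matched by its sequence name.

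Same-numbered pools deviated together from their clone means, at correlations across probes of 0.30 to 0.59. They were hybridised on the same arrays, which alone can give this. The ratios are within arrays, so they are paired, and an unpaired fit was run as an alternative.

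The steps were tested on simulated intensities with 200 changed probes among 43223. The limma fit, both forms of SAM and the separate-channel fit each recovered 100% of them, with 0 false calls. All simulated changes lay well past 2-fold, dim probes were not among the changed ones, and no spot was flagged. The simulated spread between pools was smaller than that of several named probes. The simulation therefore checks the steps and cannot tell how calls near 2-fold or on dim probes fare. The median measured log2 change was 0.958 of the simulated one.

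The alternatives set before the data were examined changed the background correction, the source of the ratios, the normalization, the dim-probe filter, the use of both orientations, the test, its thresholds and the pairs of pools. A further alternative, subtraction of the local background before loess, was added after the data were seen. It was picked from 16 processing versions that were compared with the log2 values of Additional file 2, because it lay among the closest to them, and it replaces no value in the text. After the first complete run the rule for bounds was applied to every setting with the same ratios, a missing value in the label orientation test was repaired, and the test on pair 4 was divided by gene group.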

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

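The tests on pair 4, and on called probes absent from Additional file 2, were chosen after the patterns had been seen. The division of the pair 4 test into esterase and densovirus probes was made after its combined value was known.

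Among 62 named probes, 7 had a pair of pools far from the other 3, measured as the gap to the nearest value over the whole range. Chance gives about 3.1 of 62. The ratios were 0.977 for the esterase probe on 454Myzus_30192, 0.918, 0.842 and 0.896 for the CYP6CY7 probes on 454Myzus_26873 and contig643, and 0.854 for the densovirus probe on contig3426, all with pair 4 lowest. For the CYP6CY3 probe on contig749 (0.868) and the densovirus probe on 454Myzus_27384 (0.870), pair 1 was highest. Probes of one gene are not independent, and 3 of the 7 belong to CYP6CY7.

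Pair 4 gave the smallest ratio for 22 of the 24 esterase and densovirus probes, with a mean log2 ratio 0.60 under the other pairs (-0.60). A candidate explanation is carry-over of FRC RNA into the 4106A pool of pair 4. Over all 24 probes the 4106A level in that pool differed from the other 4106A pools by -0.87, but the combined value decides nothing, since the 4106A levels of both groups moved in opposite directions. For the esterase probes the 4106A pool of pair 4 lay 0.60 above the others, while its FRC pool differed by 0.06, as carry-over would give. For the densovirus probes the 4106A pool of pair 4 lay lower, at -1.36, and so did its FRC pool, at -1.99. Carry-over stays open for them, because RNA carried over from a pool with less of it would be lower too. The fall in ratio was uneven among the densovirus probes. Over pairs 1 to 4, 454Myzus_23409 (mean 4106A level 10.2) gave 6.75, 6.79, 6.68 and 6.60. In the same order 454Myzus_24259 (mean 4106A level 7.61) gave 8.12, 7.91, 7.71 and 6.70. With normexp at offset 0 its SD over the pairs fell from 0.63 to 0.31, and that of contig3265 from 0.34 to 0.06. That of 454Myzus_52384 did not fall (0.10 and 0.11). The fall in pair 4 may therefore rest partly on the background correction. The other 33 probes called over 8-fold higher did not have smaller ratios in pair 4 (a difference of 0.04), though a small carry-over would move them less. A difference between the pools themselves stays open and was not tested. Pair 4 also stood apart where a small carry-over would not give it. The CYP6CY7 probe on 454Myzus_26873 gave 0.73 there, with SDs over pools of 0.57 in 4106A and 0.11 in FRC. A GST probe on contig1196, higher in 4106A, gave -2.37 in pair 4 against -0.91 to -1.23 in the others. Carry-over would make that difference smaller. The 26 probes called over 8-fold lower moved the other way in pair 4, by 0.10. Each pair had the same array position on both slides, so position and pool cannot be told apart.

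All 18 densovirus probes of Additional file 2 were called higher in FRC, and the paper's text does not discuss them. For 3 of them 4106A was not well above background on any array, and FRC was at least 8.09-fold, at least 2.20-fold and at least 1.90-fold higher, so that the last is not shown to pass 2-fold. The log2 ratios of the other 15 ranged from 4.66 to 7.74 with a median of 6.82, and the median over all 18 with those 3 at their bound was 6.68. They were chosen after the values in that file had been seen. Carry-over or contamination of a single pool is argued against, since the pair with the lowest mean still gave 5.44. That mean includes the 3 probes with only a bound, at their fitted ratios. Among the other 15 the smallest ratio in any pair was 4.30, for 454Myzus_79384 in pair 4. FRC was well above background on all 8 arrays for each probe. In 4106A, 9 probes were well above background on every array and 6 on 5 to 7 of 8 arrays. A densovirus in the FRC culture is a hypothesis. Viral RNA picked up from another culture or plant before the pools were taken was not tested, and clone and culture cannot be separated in this design.

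The analysis called 155 probes that Additional file 2 does not list, of which 111 were higher and 44 lower. Among them were 454Myzus_50349 and 454Myzus_58124, named after their values were seen. For these 4106A was not well above background on any array, and FRC was at least 36.9-fold and at least 18.6-fold higher. For 46 of the 155 the fold is only a bound. Spots at or below local background on some arrays might have removed them from the list, but only 0.645% of the 155 had such a spot. The mean of the deposited series matrix ratios was past 2-fold for 143. The number of calls absent from the list depended on the test. It was 116 with SAM on the 8 hybridisations, 83 with SAM on the 4 pairs and 90 at an adjusted p under 0.01 (limma). Other settings gave more, with 380 for SAM on the series matrix and 448 for the processed signals. Why the 155 are absent stays open.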

How the results depend on the processing

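The alternatives were set before the data were examined, apart from subtraction of the local background, which was chosen after seeing the data, from 16 versions, because it lay among the closest to the paper's log2 values. Its counts, 440 higher and 259 lower, are therefore no independent check. The median signal alternative was not run separately, because the files hold no mean signal and the median was already used.

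Of 593 called probes, between 497 and 593 kept their call over 23 alternatives, and 0 changed direction. The count of probes higher in FRC, 393, moved by more than 1.5 times with Agilent's processed signals (600), on the slide with FRC in Cy5 alone (658) and with no fold threshold (5290). The count of probes lower, 200, did so with the processed signals (409), the series matrix values (387), SAM on the series matrix (383), the slide with FRC in Cy3 alone (332) and no fold threshold (5388). The cause was not tested, except that removing the fold threshold adds probes by construction. The share of higher probes among calls was 66.3%, and 77.0% on the slide with FRC in Cy5 alone against 56.9% on the other. The largest shift of the median of all probes, with median centring, was 0.04.

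Without one pair of pools, between 348 and 524 probes were higher and between 188 and 214 lower. The highest value, 524, came without pair 1. Table 2 probes called numbered 24 to 25, under-transcribed detoxification probes 6 to 7, densovirus probes 18 throughout and nAChR probes 0 throughout. Of the comparisons between sibling probes, made once for each called probe, 84.1% to 91.1% shared a call.

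The main ratios are paired within arrays. The unpaired fit, with no replicate block, called 396 higher and 196 lower and changed the call of no named probe.

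Of 1363 values of named probes over 22 alternatives, 1337 kept direction and side of the threshold, 10 lost the call, 10 gained it and 6 changed direction. All 6 belong to the nAChR alpha2 probe, which was not called, and whose log2 ratio of -0.02 became 0.00520 with the processed signals, the series matrix values and SAM on the series matrix, 0.00159 with median centring and 0.21 on the slide with FRC in Cy3 alone. With each pair left out in turn it lay between -0.0598 and 0.0373, the latter without pair 4. The cause was not tested. The gained calls all belong to the probes on 454Myzus_74544 and contig781. These are dim in at least one clone, where signal over background limits what the arrays can show.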

Differences from the paper's values

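The counts of called probes lay within 1.5 times of the paper's. The values here were 393 higher and 200 lower, and the paper gives 349 and 222. Of 52 probes of Table 2, of the under-transcribed GST and P450 list and of the densovirus list, 8 had log2 ratios that differed from the paper's by more than the SD over 4 pairs. Another 6 lay as far apart but have only a bound here. With bounds taken as measured the count was 14. Counted so, it rose to 24 without pair 1, 23 without pair 4 and 21 with the processed signals. It fell to 11 with the 8 hybridisations as replicates and to 0 with normexp at offset 0.

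Among esterase and P450 probes of Table 2, the paper's 5.41 for contig4586 compares with 5.01 here, and the paper's 2.13 for 454Myzus_27444 with 1.82. Among the under-transcribed probes, the paper's -1.83 for 454Myzus_78445 compares with -1.50, the paper's -1.12 for one probe on contig1528 with -1.01, and the paper's -1.10 for contig781 with -0.77. Among densovirus probes, the paper's 7.87 for contig3320 compares with 7.41, the paper's 7.52 for 454Myzus_73714 with 6.82, and the paper's 4.85 for 454Myzus_52384 with 4.66.

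Of the alternatives set before the data were examined, normexp with offset 0 leaves none of the 8 apart. A gap counts as closed where it is no larger than the SD under that alternative. A larger SD alone can therefore close it, and the value may lie on either side of the paper's. For contig4586 no other alternative closes the gap. For contig781 SAM on the series matrix also closes it by this rule, with an SD of 0.43 over 8 columns. Its -1.52 lies past the paper's -1.10 and no nearer to it than the main -0.77. With an SD of 0.07 over 4 pairs, the same ratio from the series matrix values stays apart. For 454Myzus_78445 and 454Myzus_52384 the slide with FRC in Cy5 alone and SAM on the series matrix also close it. SAM on the series matrix lies past the paper's values there, at -2.14 and 5.10. For 454Myzus_73714 the slide with FRC in Cy3 alone closes it, at 7.14. The fit without pair 3 closes it only through a larger SD, 0.72, since its 6.808 lies no closer to the paper's value than the main 6.815. For contig3320 the 8 hybridisations as replicates, the dye term with a random block, SAM on the 8 hybridisations, the slide with FRC in Cy3 alone and the fit without pair 2 do. For 454Myzus_27444 these first 4, SAM on the series matrix, and the fits without pair 3 or pair 4 do. For contig1528 the gap stays with Aquantile, the dim-probe filter, the unpaired fit, SAM on 4 pairs, and eBayes with trend and robust. It also stays with the stricter adjusted p and the fits without pair 2 or pair 3, and closes with each of the others. On the slide with FRC in Cy3 alone it closes only through a larger SD, 0.27. The value there, -0.85, lies further from the paper's -1.12 than the main -1.01. Fits that take the 8 hybridisations as replicates leave these log2 ratios unchanged and have a larger SD.

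Subtraction of the local background also leaves none of the 8 apart, but it was chosen after seeing the values, from 16 versions compared with the paper's list, because it came close to that list, and with limma it drops 8 of the 567 tested probes that the paper calls. Its median absolute difference from the paper's log2 values over 571 probes was 0.02, against 0.03 for normexp with offset 0 and 0.13 for the values reported here. Of the 16 versions, loess after subtraction with a span of 0.4 had the smallest, 0.018. For 8 of the 16, SAM counts were looked at too and ranged from 427 to 485 higher and from 235 to 268 lower. None of this identifies the paper's method.

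The paper lists the P450 of EST 74544 and the GST of contig781 as past 2-fold, and neither was called here. The fitted log2 ratio of the former was 0.63, with only an uncertain lower bound of 1.27-fold known, and the latter lay at -0.77. Both are called with normexp at offset 0, Agilent's processed signals, the series matrix values and SAM on the series matrix, and with the subtraction described above. Normexp with offset 0 leaves 6 of the paper's 567 tested probes uncalled, the processed signals 6, SAM on the series matrix 11 and the series matrix values 23, against 129 here. Without the fold threshold all 567 are called, among 10678 probes.

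The paper's range for esterase probes starts higher than the 32.2-fold found here for contig4586, and the order of the esterase probes, with contig3118 highest at 277-fold, is the same.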

Other observations

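The tests on the nAChR probes, on probes not well above background, on sibling probes by their signal over background and on splits that keep the pools in their pairs were chosen after the patterns had been seen.

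Of the 35 splits of the 8 pools into 4 and 4, in the fit of separate channels, only 1, the real one, gave as many calls (592). The largest other split gave 2 calls. Chance assignment of pools is argued against in that fit but not excluded, since 1 of 35 is the smallest share these splits can give. That fit ignores the pairs of pools. Every other split also mixes pools of both clones, which widens the spread within its groups and lowers its calls. With pools kept in their pairs there are only 8 sign patterns, of which 1, the real one, gave as many calls (593), and each of the others gave 0. A share under 0.125 is impossible with 8 patterns, so chance cannot be excluded there by the share alone.

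None of the 593 called probes changed sign between label orientations (0), and 443 were called on each slide alone. A pure dye effect cancels in the mean of both orientations, so this adds to the design rather than replacing it. In 18 called probes the orientations differed by more than 2-fold.

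The paper proposes a future study of nAChR subunit expression, after a report on resistant houseflies. None of the 5 subunit probes found was called by limma (0 called, also 0 by SAM), and 4 had an unadjusted p under 0.05. Each of the 5 was under 2-fold, and 4 were lower in FRC in all 4 pairs. The log2 ratio was -0.58 ± 0.15 (SD, n = 4) for alpha1 (adjusted p = 0.00129), -0.35 ± 0.16 for beta1 (0.0102), -0.30 ± 0.11 for alpha5 (0.00849), -0.20 ± 0.06 for alpha4 (0.0137) and -0.02 ± 0.12 for alpha2 (0.862), whose sign changes with median centring and with Agilent's processed signals. Adjusted over the list alone, 4 were under 0.05, as over all probes. Over the alternatives the adjusted p reached 0.0723 for alpha4, 0.0537 for alpha5 and 0.0508 for beta1. A dye effect is argued against for alpha1, alpha4, alpha5 and beta1, since all 4 were lower in FRC in both label orientations by more than the SD over the arrays of each. The alpha2 probe, which changed sign between orientations, shows no difference to explain. A shift of normalization at their brightness is argued against, since 0.310% of 10000 random lists of like brightness had a median as low as -0.30. That lower expression of these subunits accompanies the clone difference is a hypothesis. 2 clones cannot separate it from any other difference between them. The paper reports silent SNPs in the alpha1 to alpha5 sequences and the beta1 mutation in FRC. Whether any of these lies under a probe was not examined, and each subunit rests on a single probe.

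Among probes called lower, 34.5% had FRC not well above background on any array, against 6.62% of probes called higher for 4106A. Probes called lower might only be dimmer in the bright clone. In bands of brightness of that clone the share stayed higher for probes called lower in 2 of 4 bands (63.2% against 31.0% and 33.3% against 3.57%), and both brighter bands together held only 1 such probe and decide nothing. With directions shuffled within 20 narrower bands, 52.0 such probes were called lower on average, against 69 observed, and the share of 10000 shuffles with as many was 0.0001, the smallest they can give (one-sided permutation test). Lower brightness is therefore argued against as the whole cause. What else sets the difference stays open.

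Of 71 comparisons of a called probe with another probe of its sequence, 62 (87.3%) were called in the same direction. A sequence with both probes called enters once for each of them, and the 9 others lie on 9 sequences. The share of agreeing sequences is therefore lower than 87.3%. Of all sequences, 0 had probes called in opposite directions. The median level of the 9 others differed from that of the 62 by -2.21 on the log2 scale (permutation test, two-sided, p = 0.115). Probes of one sequence are not independent, which limits that p-value. Dim signal is argued against for 6 of the 9, where every probe of the sequence was well above background on every array of a clone. In 5 of these 6 the log2 ratios of both probes differed by only 0.013 to 0.157. For the remaining 3, dim signal may be the cause, and that stays open. The widest gap was on contig2066, at -1.33 and 0.51, named after its values were seen.

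The smallest fitted log2 ratios among called probes were -6.16 for 454Myzus_72730, -4.54 for 454Myzus_66234, -4.50 for 454Myzus_64848, -4.36 for contig4808 and -4.35 for contig4817. FRC was well above background on only 4 of 8 arrays for 454Myzus_72730 and 2 of 8 for contig4808. FRC was not well above background on any array for 454Myzus_66234 and 454Myzus_64848, where 4106A was at least 21.2-fold higher in both. The ranks of both therefore rest on fitted values and not on measured folds. The 5 largest were esterase contig3118 and densovirus probes. The 4 control spots on contig1465 that Additional file 2 lists had log2 ratios of -0.94 to -0.90 and were not tested.

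The paper's quantitative PCR gave 28.03-fold for CYP6CY3, where the array probes gave 9.31-fold to 13.5-fold. For EST 74544 the PCR gave 7.24-fold, where the array gave only an uncertain lower bound of 1.27-fold. For ESTs 2519, 1504, 26873, 4886 and 1501 the paper's PCR folds were 2.84, 2.61, 2.36, 3.09 and 2.40, and the array folds here 2.82, 2.58 to 2.70, 2.87, 2.18 and 1.85 to 2.05. The PCR samples were not analysed here.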
